A study of Mus musculus with 13 samples. Its data were reported in "Chemically induced revitalization of damaged hepatocytes for regenerative liver repair" (2023).

How the data were processed

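RNA was sequenced from damaged hepatocytes (dHeps), which are hepatocytes taken from mice with chronic liver injury caused by carbon tetrachloride (CCl4). The cells were cultured for 16 days in the solvent dimethyl sulfoxide (DMSO), in a cocktail of 5 compounds (5C), or in 5C with 1 compound left out. The compounds were the ROCK inhibitor GSK429286A (G), the protein kinase D inhibitor CID755673 (C), the AMPK activator ETC-1002 (E), forskolin (F), which activates adenylate cyclase, and Salidroside (S), a plant glycoside. Groups were taken from the sample labels alone. There were 13 libraries in 7 groups, with 2 libraries each for DMSO, 5C, 5C-G, 5C-C, 5C-E and 5C-F and 1 library for 5C-S. The columns of the tables name the group, but their running numbers cannot be matched with certainty to replicate numbers of the samples. The libraries of a group are therefore called A and B in column order, and these letters pair nothing across groups.

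The authors sequenced the libraries as paired-end reads on an Illumina NovaSeq instrument, mapped the reads to the mouse genome GRCm39, and deposited a table of counts per gene and a table of FPKM per gene. The deposited counts were whole numbers and had not been normalized. The FPKM values were the authors' counts divided by a gene length and by the total count of the column. This was inferred from the ratio of count to FPKM, which gave 1 length per gene, within 0.2% in every library, for 27140 of the 27141 genes. The exception was Dpep2. The aligner, the counting program, the annotation release and the handling of strand were not stated. Genes that overlap, that lie antisense to another gene, or that share reads with near-identical copies (the Cyp2b, Cyp2c, Cyp3a, Cyp4a, Mup, Serpina1 and Ugt families among those named in the report) are therefore uncertain. Each listed gene had a count of at least 1 over all libraries. The number of columns of per-sample values not used was 0.

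Total counts per library ran from 30195867 to 45491932. At this depth a gene with a count of 3 or fewer in every library of a group was treated as lying at the floor, and a fold change against such a group was computed against the floor of 3 counts as a bound. A bound on the far side of 0 was not used. This floor covers counting error only, because the reads carry no molecular identifiers.

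Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization factors, filterByExpr by group (minimum count 10) and the quasi-likelihood test (glmQLFit and glmQLFTest). All 13 libraries entered a single fit with group means and no covariate, so that all groups shared an estimate of the spread with 6 residual degrees of freedom. The fit held 19884 genes, with a common biological coefficient of variation of 0.261. The study's methods name DESeq, and edgeR's test took its place. A call was a Benjamini-Hochberg adjusted p under 0.05 together with a log2 fold change beyond 1 in either direction. Adjusted p-values of single genes in the report come from this test. The SE of a log2 fold change was derived from it as well, as the absolute log2 fold change divided by the square root of the F statistic. The single 5C-S library adds no residual degree of freedom, and its differences from 5C are described without a p-value. Group means of FPKM are given with the SD over 2 libraries. SDs over 2 libraries are themselves imprecise.

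Gene lists were tested with camera from limma 3.58.1, with the preset inter-gene correlation of 0.01, and beside it with fry and with camera at a correlation estimated from the data. The 6 study lists hold the genes that the study's text or heatmaps name as hepatic functional genes (23 genes), hepatic transcription factors (9), inflammatory response (9), oxidative stress and redox (4), mesenchymal markers (12) and apoptosis (6). They were adjusted over the 6 lists and 5 comparisons together. The study drew some of these names from heatmaps of these libraries, so the lists are not independent evidence. Another 8 lists were written here with no gene of a study list, and were adjusted as a family of their own: markers of macrophages, of stellate cells and fibroblasts, of liver endothelial cells and of cholangiocytes, and genes of the cell cycle, of the cAMP response, of the SRF and YAP response, and of sterol synthesis. All their genes were found except Clec4g of the endothelial list. A pair of further lists, secreted plasma proteins and drug metabolism genes outside the study's list, was written after values had been seen. For 5C-S, the median of each list was placed among the medians of 10000 random lists of the same size matched on mean expression.

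The share of the 5C effect reversed by leaving out a compound was the median, over the genes called for 5C against DMSO, of minus the log2 fold change (removal against 5C) divided by the log2 fold change (5C against DMSO), in percent. Both comparisons use the 5C libraries, so this share lies above 0 with no effect at all. Its value for an unchanged group was taken from 20 simulated sets of counts. Afterwards, another 20 sets gave it for 905 genes, for unchanged groups of 2 libraries and of 1 library, and by direction of the 5C call. Libraries were compared by principal components and by Pearson correlations across genes of log2 CPM (prior count 2) of the 500 most variable genes.

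Genes named in the report were chosen by a rule: Alb and Foxa2 in every comparison, because the study stained both proteins; in each study list and comparison up to 3 genes with the smallest adjusted p; and in each comparison the 3 calls with the highest and the 3 with the lowest log2 fold change among genes with an average log2 CPM of at least 2 and no overlap between the libraries of both groups, leaving out predicted genes. A gene outside this rule is marked as chosen after its values were seen. Results of some single genes are not reported here. Groups, tests, lists, the naming rule and the alternatives were fixed before the data were examined, apart from those described as added. Gene coordinates are those of GENCODE M39 on GRCm39, counted from 1, and 26905 of the gene identifiers were found there. That annotation may differ from the release the authors used.

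The preset alternatives were DESeq2's median-of-ratios size factors within edgeR, total counts only, DESeq2 1.42.0, looser and stricter count filters, fits on only the libraries of both groups compared, other thresholds, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each library in turn. An alternative added after the data were seen was a correction for the trend of each library with the GC content and length of transcripts, fitted as an offset from natural splines (5 degrees of freedom) over coding genes with an average log2 CPM above 2. GC content and length were known for 19787 of the tested genes (99.51%). Leaving out libraries for the share reversed, and its split by direction, were also added afterwards.

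The steps were tested on simulated counts drawn from the libraries' means and spread, with 200 genes changed by 1.5 on the log2 scale. The edgeR step recovered 78.5% of them with 3 false calls among 18768 genes, and with the offset 78.5% with 3 false calls among 18690 genes. DESeq2 recovered 77.5% with 6 false calls among 19884 genes, and limma on log2(FPKM + 1) recovered 69.5% with 6 false calls among 14060 genes. A simulated list of 18 raised genes gave a camera p of 3.08e-84 and a list of 18 unchanged genes gave 0.729. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.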

Results

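RNA-seq was performed on mouse dHeps after 16 days of culture in 7 conditions, to ask which genes the 5C cocktail changes relative to its solvent and which of these changes depend on each compound. DMSO, 5C, 5C-G, 5C-C, 5C-E and 5C-F had 2 libraries each and 5C-S had 1 library, where the letter after the hyphen names the compound left out. Total counts of libraries A and B were 36541583 and 31129213 for DMSO, 33512657 and 30672924 for 5C, 32119114 and 36478154 for 5C-G, 30195867 and 45491932 for 5C-C, 36360797 and 32595945 for 5C-E, and 38668923 and 41906389 for 5C-F. The 5C-S library had a total count of 34071305. The 10 most abundant genes took between 5.89% (5C-G A) and 10.7% (5C-F A) of the counts of a library.

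Both libraries of every group differed by more than counting noise, so no pair was counted as 1 sample. Separate preparations from a single culture would differ in this way as well, and whether the libraries of a pair are independent cultures was not tested. The chi-square of the counts of a pair, divided by its degrees of freedom, was 8.32 for DMSO, 14.8 for 5C, 31.2 for 5C-E, 67.7 for 5C-F, 81.7 for 5C-C and 93.8 for 5C-G. The spread between libraries was thus unequal, with an SD of the log2 difference between A and B of 0.20 in DMSO and 0.53 in 5C-G. By correlation across the 500 most variable genes, 11 of the 12 libraries with a partner lay nearest to that partner. The exception was 5C-G A, which lay nearest to DMSO B (Pearson r = 0.725 across genes, which are not independent replicates). On log2(FPKM + 1) values all 12 lay nearest to their partner. The 5C-S library lay nearest to 5C A on both scales. The first principal component held 35.8% of the variance and the lowest scores on it were those of the DMSO and 5C-G libraries. The score next above them was that of 5C-F A, at -8.26.

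**Figure D1:**
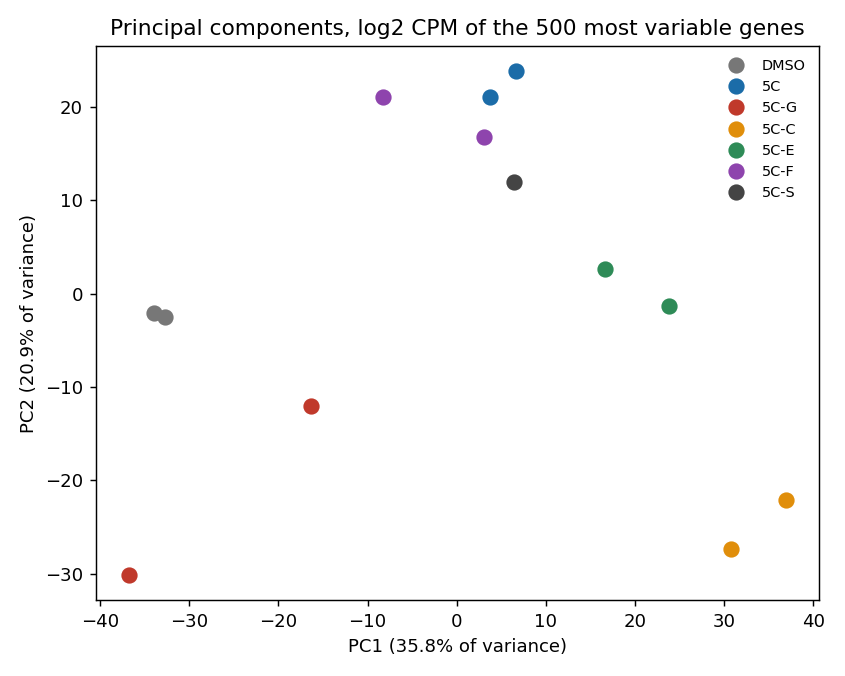
Scores of the 13 libraries on the first (x axis, 35.8% of variance) and second (y axis, 20.9% of variance) principal components of log2 CPM of the 500 most variable genes; each point is a library and colours mark the groups. The DMSO libraries (-33.9 and -32.7 on the first component) lie on the side of both 5C-G libraries (-16.4 and -36.8), and the 5C-C libraries (36.9 and 30.8) lie on the opposite side.

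A trend with transcript composition was also present. Over 11389 coding genes, the log2 difference between B and A correlated across genes with GC content at a Spearman rho of -0.05 in DMSO and 0.05 in 5C, but at 0.46 in 5C-G, 0.32 in 5C-C, 0.59 in 5C-E and 0.59 in 5C-F. Fold changes against 5C followed GC content as well, with a rho of 0.50 for 5C-G, 0.57 for 5C-C, 0.50 for 5C-E, 0.40 for 5C-F and 0.59 for 5C-S, against -0.32 for 5C compared with DMSO. GC content and length together accounted for 43.2% of the variance of the log2 fold changes of 5C-C against 5C and for 4.77% of those of 5C against DMSO. For this reason the counts of calls below are also given with an offset for GC content and length, which was chosen after the trend had been seen. The labels give no sequencing batch, so a batch and the groups cannot be told apart.

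The comparison of 5C with DMSO asked what the full cocktail does to dHeps. Of 19884 genes tested, 905 were called, 331 higher and 574 lower in 5C. Over the alternatives that kept all libraries the count ran from 500, with limma on log2(FPKM + 1) and every gene, to 1532, at an unadjusted p under 0.05 and the same fold threshold. It was 1371 when only the DMSO and 5C libraries were fitted with edgeR. With the offset there were 943 calls, 826 of them shared with the 905 in the same direction. Leaving out any library of either group kept between 862 and 874 of the calls beyond the fold threshold.

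Drug metabolism enzymes rose. Cyp3a11 (ENSMUSG00000056035, chromosome 5, 145791236 to 145816867, protein-coding, minus strand) went from 0.625 ± 0.118 FPKM in DMSO to 182 ± 13.1 FPKM in 5C (SD, n = 2), a log2 fold change of 8.10 ± 0.35 (SE) with an edgeR adjusted p = 4.15e-10. Cyp2c29 (ENSMUSG00000003053, chromosome 19, 39257849 to 39319157, protein-coding) went from 1.41 ± 0.373 to 167 ± 3.64 FPKM (SD, n = 2), a log2 fold change of 6.81 ± 0.32 (SE). Cyp2b10 was also higher, by 3.08 on the log2 scale, as was Cyp3a25, by 6.65. These genes belong to families of near-identical copies, and the counting could split reads among members, so their exact folds are uncertain. The 3 calls with the strongest fall under the naming rule were Cbr2 (log2 fold change -5.74), Ccl8 (-5.05) and Lyve1 (-4.67). Cbr2 (ENSMUSG00000025150, chromosome 11, 120620312 to 120622940, protein-coding) went from 173 ± 9.78 FPKM in DMSO to 3.42 ± 0.465 FPKM in 5C (SD, n = 2), with an edgeR adjusted p = 1.11e-09.

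Alb (ENSMUSG00000029368, chromosome 5, 90608647 to 90624696, protein-coding), the gene of the stained protein albumin, did not differ. Its level was 9157 ± 782 FPKM in DMSO and 9431 ± 8.17 FPKM in 5C (SD, n = 2), a log2 fold change of -0.03 ± 0.19 (SE) with an edgeR adjusted p = 0.972. The sign of this small difference changed, to 0.04 with total counts only, to 0.05 on log2(FPKM + 1) and to 0.07 without DMSO A. Foxa2 (ENSMUSG00000037025, chromosome 2, 147884797 to 147889005, protein-coding), a hepatocyte transcription factor, was at 3.61 ± 0.769 FPKM in DMSO and 5.91 ± 0.892 FPKM in 5C (SD, n = 2). Its log2 fold change of 0.63 ± 0.28 (SE) did not pass the threshold with all groups in the fit (edgeR adjusted p = 0.247). The adjusted p of Foxa2 ranged over the alternatives from 0.0202, when only the DMSO and 5C libraries were fitted with edgeR, to 0.218 with total counts only, and it was 0.0371 with the offset. Among other genes that the study's text names for this comparison, chosen here after their values were seen, Hnf4a (log2 fold change -0.05), Foxa3 (-0.21), Acta2 (-0.39), Mmp3 (-0.42), Cxcl10 (-0.12) and Ccl24 (1.21) were not called. Their edgeR adjusted p-values were 0.935 for Hnf4a, 0.784 for Foxa3, 0.359 for Acta2, 0.212 for Mmp3, 0.976 for Cxcl10 and 0.669 for Ccl24. Cxcl10 was at 0.404 ± 0.194 FPKM in DMSO and 0.390 ± 0.103 in 5C (SD, n = 2). Ccl24 was at 0.208 ± 0.0558 FPKM in DMSO and 0.512 ± 0.511 in 5C (SD, n = 2). At levels this low, the values of Cxcl10 and Ccl24 say little for or against a change. Ugt1a1 (1.32, adjusted p = 0.00796) and Ecm1 (-1.37, adjusted p = 0.000635) were called.

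As sets, the hepatic functional genes were higher in 5C than in DMSO, with a median log2 fold change of 1.05 over 23 genes, 19 of them higher (camera adjusted p = 1.59e-29). Of these genes 11 were called over all genes tested and 12 when adjusted over the list alone. Keeping only genes with at least 10 counts in every library moved this median most, to 0.69, a filter that removes genes with few counts in any library. The inflammatory response list fell, with a median of -2.95 and 8 of 9 genes lower (camera adjusted p = 5e-26), 7 of them called and 7 adjusted over the list alone. The oxidative stress and redox list fell by 2.80 at the median, with 4 of 4 genes lower (camera adjusted p = 5.35e-21), 4 called and 4 adjusted over the list alone. The apoptosis list had a median of -0.71 with 6 of 6 genes lower (camera adjusted p = 6.59e-07), 2 called and 2 adjusted over the list alone. The 2 called genes were Ctss (log2 fold change -2.63) and Lgals3 (-1.135), and whether these falls lie in the hepatocytes was not tested. The hepatic transcription factor list (median 0.41, 7 of 9 higher, camera adjusted p = 0.0821, 0 called, 0 adjusted over the list alone, 2 at an unadjusted p under 0.05) and the mesenchymal list (median -0.28, 8 of 12 lower, camera adjusted p = 0.0821, 3 called and 3 adjusted over the list alone) did not pass the threshold. The transcription factor list passed it with the offset, at a median of 0.56 and a camera adjusted p = 0.0315, and with every gene kept, at 0.42 and a camera adjusted p = 0.0352. Over the alternatives its adjusted p ran from 0.0315 to 0.436. In the mesenchymal list, Thy1 (log2 fold change -1.94) and Des (-1.13) were lower and Pdgfra (1.36) was higher in 5C. In the inflammatory list, Ccl6 fell from 123 ± 7.02 to 14.6 ± 0.875 FPKM, and in the oxidative stress list, Ncf1 fell from 34.9 ± 0.975 to 4.64 ± 0.261 FPKM (SD, n = 2). The study drew some of these genes from these libraries, so the list results are not independent evidence.

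Over the 30 tests of study lists, 21 passed with camera at the preset correlation, 20 with fry and 11 with an estimated correlation. For 5C against DMSO, the hepatic functional, inflammatory and oxidative stress results held under all 3 tests, while the apoptosis result held under fry (adjusted p = 0.0084) but not with an estimated correlation (adjusted p = 0.0692). Fry also passed the mesenchymal list (adjusted p = 0.0198).

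**Figure D2:**
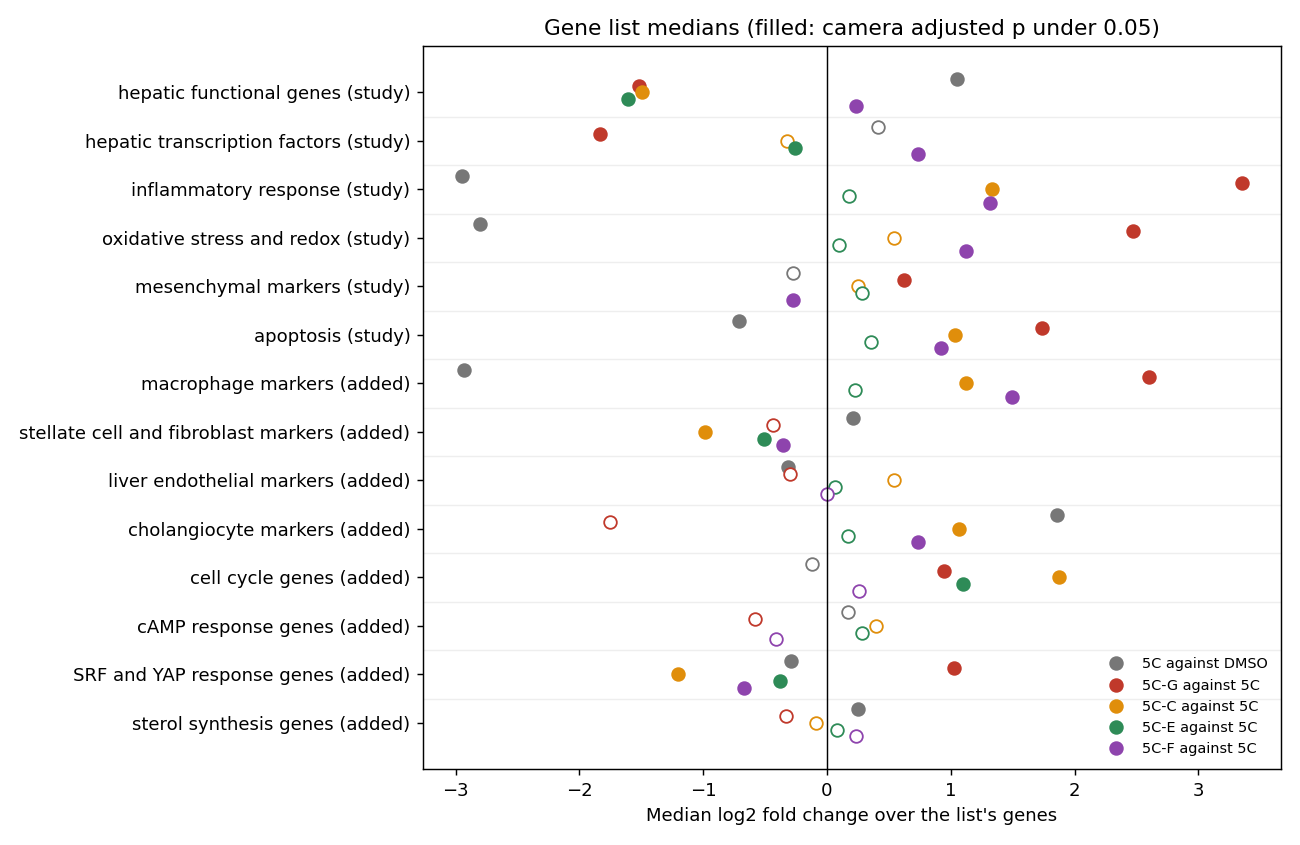
Median log2 fold change over the genes of each list (x axis) for 5C against DMSO and for each removal against 5C, by list (y axis); filled points have a camera adjusted p under 0.05 and open points do not. The inflammatory list lies at -2.95 for 5C against DMSO and at 3.35 for 5C-G against 5C, while the hepatic functional list lies at -1.52, -1.50 and -1.61 for 5C-G, 5C-C and 5C-E against 5C and at 0.23 for 5C-F.

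Each cocktail with a compound left out was then compared with 5C, to ask what that compound contributes. Leaving out the ROCK inhibitor GSK429286A gave 2607 calls, 1485 higher and 1122 lower in 5C-G than in 5C. With the offset there were 1784 calls, 1375 of them shared in the same direction. Without 5C-G B, 1797 of the 2607 calls stayed beyond the fold threshold. The share of calls that were higher was 56.96%, and with total counts only, which shifted the median gene by -0.135 on the log2 scale, it was 43.45%. The hepatic functional list had a median of -1.52 with 22 of 23 genes lower (camera adjusted p = 5.35e-21), and the transcription factor list a median of -1.83 with 9 of 9 lower (camera adjusted p = 1.57e-06). The inflammatory list rose to a median of 3.35 with 8 of 9 higher (camera adjusted p = 3.57e-19), the oxidative stress list to 2.47 with 4 of 4 higher (camera adjusted p = 5.24e-11), the apoptosis list to 1.74 with 6 of 6 higher (camera adjusted p = 1.32e-10) and the mesenchymal list to 0.63 with 8 of 12 higher (camera adjusted p = 0.0076). In the order given, 15, 6, 7, 4, 6 and 4 genes of these lists were called, with the same counts when adjusted over the list alone. The transcription factor and mesenchymal results held under fry and not with an estimated correlation (adjusted p = 0.086 for each), and the mesenchymal result did not hold on log2(FPKM + 1) (median 0.41, adjusted p = 0.0511).

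Among the genes of 5C-G, Cd5l rose from 6.58 ± 0.779 FPKM in 5C to 137 ± 30.5 FPKM (SD, n = 2), a log2 fold change of 4.53 ± 0.23 (SE) with an edgeR adjusted p = 4.49e-09. Ctss rose from 147 ± 9.34 to 787 ± 37.7 FPKM, Acta2 from 224 ± 12.9 to 869 ± 173 FPKM and C1qa from 58.5 ± 0.337 to 1477 ± 447 FPKM (SD, n = 2). In contrast, Pdgfra fell from 30.7 ± 0.709 to 7.01 ± 3.23 FPKM. Hnf4a (ENSMUSG00000017950, chromosome 2, 163348728 to 163414830, protein-coding) fell from 20.1 ± 1.91 to 8.89 ± 1.03 FPKM, a log2 fold change of -1.05 ± 0.18 (SE) with an edgeR adjusted p = 0.000454. Cyp2c29 went from 167 ± 3.64 to 4.63 ± 0.27 FPKM. Alb was at 4309 ± 245 FPKM in 5C-G, a log2 fold change of -0.99 ± 0.19 (SE) with an edgeR adjusted p = 0.00126, just short of the fold threshold, and beyond it with total counts only (-1.13), with DESeq2 (-1.01), with limma on log2(FPKM + 1) (-1.13) and with the offset (-1.05). Foxa2 was at 3.24 ± 0.222 FPKM and fell by 0.73 (edgeR adjusted p = 0.0668). The adjusted p of Foxa2 ran from 0.00197 with the offset to 0.0583 over the alternatives, and was under 0.05 with total counts only, DESeq2, limma and the offset.

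Leaving out the protein kinase D inhibitor CID755673 gave the largest count of the 5 main comparisons, 4011 calls, with 1918 higher and 2093 lower in 5C-C than in 5C. This count fell to 2000 with the offset, and 1433 of the 4011 calls were shared in the same direction. Without 5C-C B, 2992 calls stayed beyond the fold threshold. The share of higher calls was 47.82%, and 33.81% with total counts only, which shifted the median gene by -0.147 on the log2 scale. The hepatic functional list had a median of -1.50 with 22 of 23 genes lower (camera adjusted p = 5.46e-17). The inflammatory list had a median of 1.33 with 7 of 9 higher (camera adjusted p = 1.22e-05), which did not hold with an estimated correlation (adjusted p = 0.086). The apoptosis list had a median of 1.04 with 6 of 6 higher (camera adjusted p = 0.00102), but with the offset its median was 0.43 and its adjusted p = 0.0834, and over the alternatives the adjusted p ran from 0.00095 to 0.178. Its member Bad, which has a GC content of 58.59%, was called at a log2 fold change of 1.63 and was at 0.41 with the offset. The transcription factor list (median -0.32, camera adjusted p = 0.145), the oxidative stress list (0.54, adjusted p = 0.208) and the mesenchymal list (0.25, adjusted p = 0.776) did not pass the threshold. The transcription factor list did so with the offset, at a median of -0.72 (camera adjusted p = 0.0123, with a range over the alternatives up to 0.499). Of the hepatic functional list 16 genes were called, of the inflammatory list 6, of the apoptosis list 3, of the mesenchymal list 4, and of the transcription factor and oxidative stress lists 1 each, with the same counts adjusted over the list alone. Single libraries decided the last 3 medians: without 5C-C B the transcription factor list was at -0.10 and the oxidative stress list at 0.30, and without 5C A the mesenchymal list was at -0.01.

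Cyp4a14 (ENSMUSG00000028715, chromosome 4, 115343397 to 115353344, protein-coding) was at 10.7 ± 0.728 FPKM in 5C (SD, n = 2) and at most 2 counts in a 5C-C library, so it was at least 254-fold lower in 5C-C. Cyp2e1 fell from 74.3 ± 1.76 to 1.07 ± 0.367 FPKM, a log2 fold change of -5.97 ± 0.38 (SE) with an edgeR adjusted p = 6.63e-08. Acta2 fell from 224 ± 12.9 to 38.7 ± 7.68 FPKM, and Saa3 rose from 17.1 ± 5.58 to 241 ± 165 FPKM (SD, n = 2). Alb fell to 2993 ± 622 FPKM, a log2 fold change of -1.50 ± 0.19 (SE) with an edgeR adjusted p = 4.6e-05. Foxa2 did not differ, at a log2 fold change of 0.11 (edgeR adjusted p = 0.797), and its sign changed with total counts only (-0.05), on log2(FPKM + 1) (-0.06), with the offset (-0.45) and without 5C-C A (-0.21).

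Leaving out the AMPK activator ETC-1002 gave 390 calls, 130 higher and 260 lower in 5C-E than in 5C, and 386 with the offset, 308 of them shared in the same direction. When only the 5C and 5C-E libraries were fitted the count was 642. The hepatic functional list had 23 of 23 genes lower, a median of -1.61 and 20 genes called (camera adjusted p = 3.29e-64), with 20 adjusted over the list alone. The transcription factor list had a median of -0.26 (camera adjusted p = 0.026), which did not hold under fry (adjusted p = 0.122) or with an estimated correlation (adjusted p = 0.357), and whose median was -0.05 without 5C-E A. The inflammatory (0.18, adjusted p = 0.223), oxidative stress (0.09, adjusted p = 0.786), mesenchymal (0.28, adjusted p = 0.203) and apoptosis (0.36, adjusted p = 0.223) lists did not pass the threshold with camera. The inflammatory list passed it with the offset, at a median of 0.25 (camera adjusted p = 0.0235, with a range over the alternatives up to 0.542). In the inflammatory, oxidative stress and apoptosis lists 0 genes were called, with 2, 0 and 0 at an unadjusted p under 0.05, while the mesenchymal list had 3 called and 3 adjusted over the list alone, and the transcription factor list 1 and 2. These small medians depended on single libraries, with 0.46 for the inflammatory list without 5C B, -0.04 for oxidative stress without 5C A, 0.45 for the mesenchymal list without 5C-E A and 0.07 for apoptosis without 5C-E B. Alb fell to 2421 ± 422 FPKM (SD, n = 2), a log2 fold change of -2.03 ± 0.20 (SE) with an edgeR adjusted p = 9.44e-06. Cyp4a14 had 0 counts in both 5C-E libraries and was at least 316-fold lower than in 5C. Mup20 fell from 32.2 ± 8.32 to 0.727 ± 0.562 FPKM and Acta2 by 2.32 on the log2 scale, while Mmp8 rose from 2.66 ± 0.303 to 7.94 ± 0.0711 FPKM (SD, n = 2). Foxa2 did not differ (log2 fold change -0.26, edgeR adjusted p = 0.743, and 0.01 without 5C-E A).

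Leaving out forskolin gave 962 calls, 534 higher and 428 lower in 5C-F than in 5C. With the offset there were 738 calls, 549 of them shared in the same direction. The share of higher calls was 55.51%, and 38.64% with total counts only, which shifted the median gene by -0.108 on the log2 scale. The hepatic functional list was not lower in 5C-F. The difference from the other removals was not tested. Its median was 0.23 with 15 of 23 genes higher (camera adjusted p = 0.0076), with 7 genes called higher and 3 lower, and it did not pass under fry (adjusted p = 0.139) or with an estimated correlation (adjusted p = 0.386). The transcription factor list had a median of 0.73 with 8 of 9 higher (camera adjusted p = 0.00164). The inflammatory list had a median of 1.31 with 8 of 9 higher (camera adjusted p = 6.97e-12), the oxidative stress list 1.12 with 4 of 4 higher (camera adjusted p = 6.58e-06), and the apoptosis list 0.92 with 5 of 6 higher (camera adjusted p = 3.64e-05). The mesenchymal list had a median of -0.28 with 8 of 12 lower (camera adjusted p = 0.0379), and its adjusted p over the alternatives reached 0.159. Without 5C-F A the hepatic functional median was 0.13 and the mesenchymal median -0.70, and without 5C-F B the apoptosis median was 0.59. The counts of called genes were 10 hepatic functional, 2 transcription factor, 5 inflammatory, 2 oxidative stress and 1 mesenchymal, with the same counts adjusted over the list alone, and 2 for apoptosis, with 3 adjusted over the list alone. With an estimated correlation the inflammatory (adjusted p = 0.0296) and oxidative stress (adjusted p = 0.0366) results held, and the other lists did not. Alb was at 15798 ± 3475 FPKM in 5C-F against 9431 ± 8.17 FPKM in 5C (SD, n = 2), a log2 fold change of 0.85 ± 0.19 (SE) with an edgeR adjusted p = 0.0106. Cyp3a11 fell from 182 ± 13.1 to 31.8 ± 14.8 FPKM, and Gstm3 from 155 ± 0.413 to 15.9 ± 3.06 FPKM. Foxa2 rose by 0.91 on the log2 scale (edgeR adjusted p = 0.046). The adjusted p of Foxa2 lay between 0.019 and 0.112 over the alternatives and exceeded the threshold with total counts only, on log2(FPKM + 1) and with the offset.

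**Figure D3:**
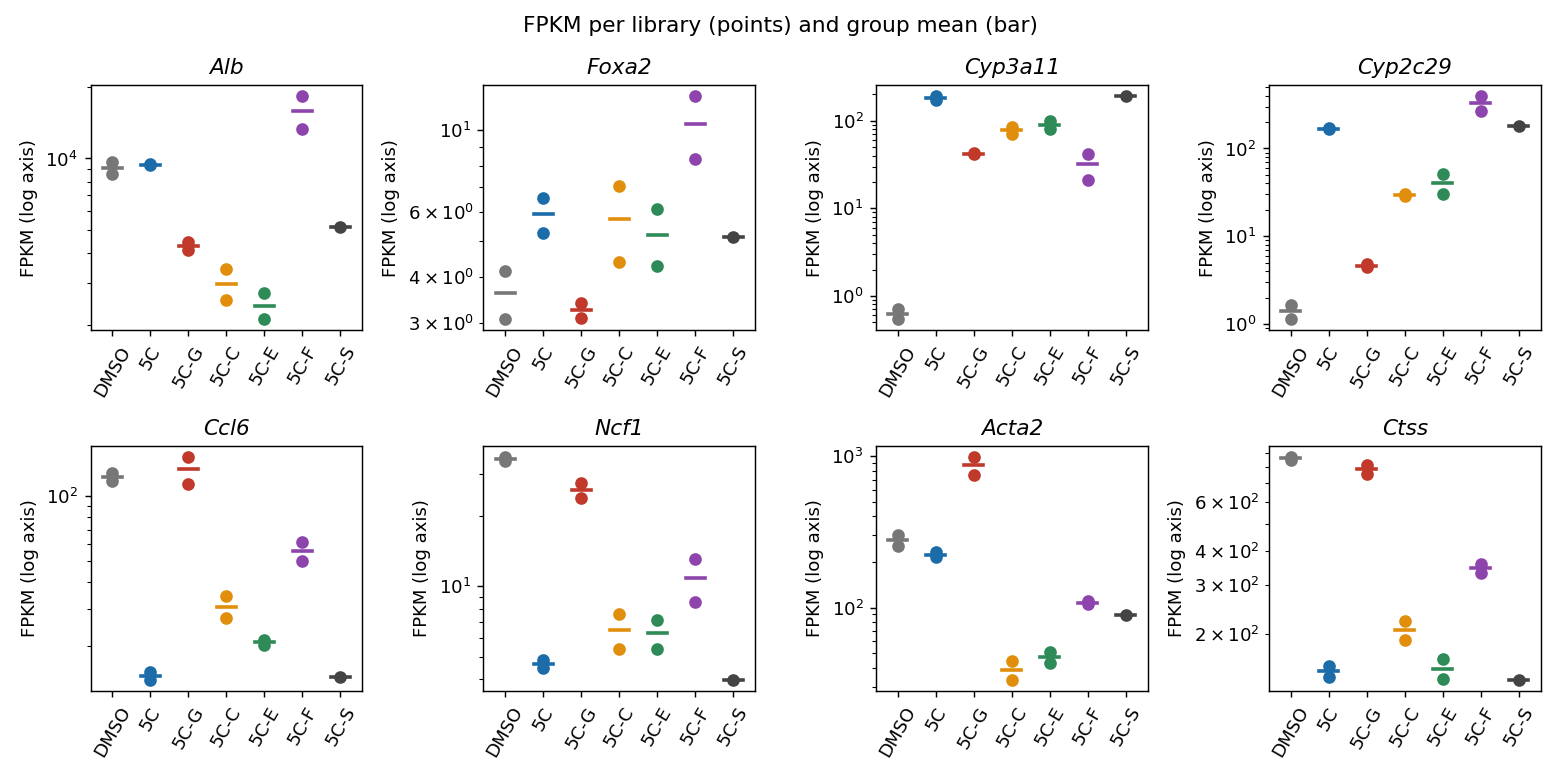
FPKM (y axes, log scale) of 8 genes in each library (points) and the group mean (bar), by group (x axes). Alb lies between 8604 and 9711 FPKM in the DMSO and 5C libraries, while Cyp3a11 and Cyp2c29 are above their DMSO level in every 5C and removal library; Acta2 is highest in the 5C-G libraries.

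**Figure D4:**
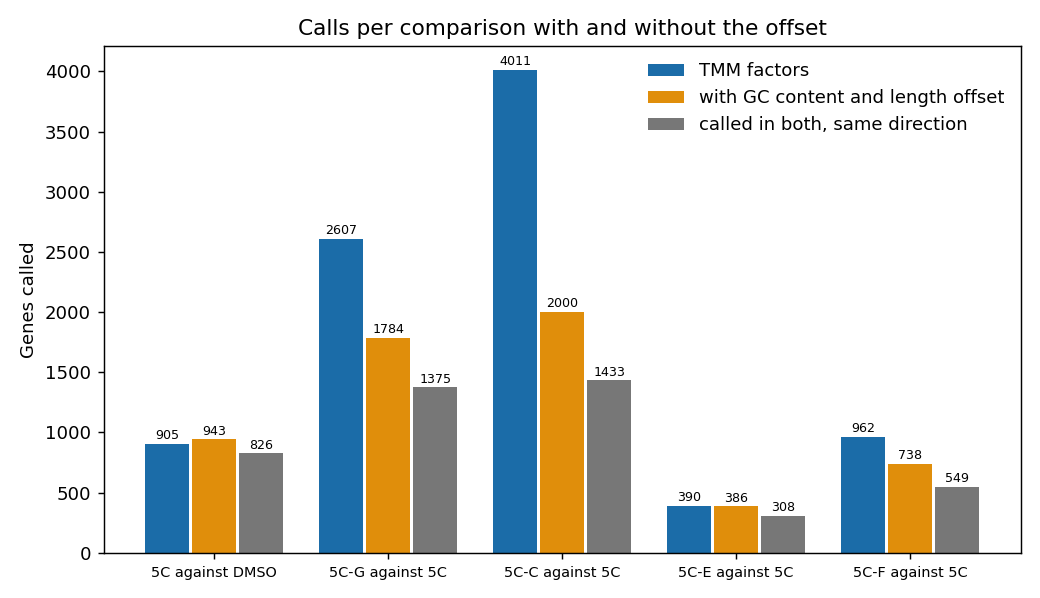
Number of genes called (y axis) in each of the 5 main comparisons (x axis) with TMM factors, with the added GC content and length offset, and called in both in the same direction. The count for 5C-C against 5C goes from 4011 to 2000, and that for 5C against DMSO from 905 to 943.

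The single 5C-S library was set against both 5C libraries without a test, since there is no replicate to judge the difference by. It had 1651 genes with a fitted log2 fold change above 1 and 2107 below -1, for a total of 3758. Means of 2 libraries are not comparable with it, so the log2 CPM of each library was also set against the mean of both 5C libraries, which ignores significance. The number of genes beyond 1 in either direction was then 3071 for 5C-S, 2882 and 3623 for libraries A and B of 5C-E, 4679 and 4475 for 5C-F, 4793 and 7468 for 5C-G, 6482 and 8573 for 5C-C, and 3840 and 4045 for DMSO. The hepatic functional list had a median of -0.37 in 5C-S, which lay at percentile 0.01 of 10000 random lists, with 17 of 23 genes lower. The inflammatory list had a median of 0.37 (percentile 96.65), the mesenchymal list 0.28 (percentile 97.18), the apoptosis list 0.32 (percentile 94.95), the transcription factor list -0.22 (percentile 10.7) and the oxidative stress list -0.16 (percentile 26.06). These percentiles describe these libraries and do not test the condition. With the offset the hepatic functional median was -0.23 and the sign of the apoptosis median changed to -0.04. The sign of the oxidative stress median changed to 0.01 without 5C B, and without 5C A the transcription factor median was -0.07 and the mesenchymal median 0.05. Alb was at 5143 FPKM and Cyp3a11 at 192 FPKM in 5C-S.

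For the 905 genes called between 5C and DMSO, the share of the 5C effect reversed by leaving out a compound was 87.4% for 5C-G, 39.3% for 5C-F, 22.0% for 5C-C, 14.3% for 5C-E and 4.84% for 5C-S. An unchanged group of 2 libraries gave 5.78% on average in simulated counts, with a range of 4.78% to 6.69% over 20 simulations, because the 5C libraries enter both comparisons. These simulations called 1511 genes on average between 5C and DMSO. With the 905 genes of smallest p in another 20 simulations, the range was 2.44% to 5.1% for an unchanged group of 2 libraries and 2.54% to 5.77% for 1 library. The value of 5C-S lay within the last range, and was 8.29% without 5C B, a design for which no unchanged group was simulated. For genes higher and genes lower in 5C the share was 69.8% and 92.5% in 5C-G, 16.8% and 43.8% in 5C-F, 13.6% and 25.04% in 5C-C, 13.9% and 14.4% in 5C-E, and 13.2% and 1.45% in 5C-S. The unchanged single library ranged from 4.59% to 9.66% for genes higher in 5C, below the 5C-S value, and from 0.169% to 4.36% for genes lower in 5C. The share of 5C-S for genes higher in 5C was 5.07% and 3.70% when different 5C libraries chose the genes and gave the baseline, and for genes lower in 5C it was 0% without 5C A and 5.38% without 5C B. Over the alternatives that kept all libraries, the share for genes higher in 5C ran from 57.5% to 79.7% in 5C-G, 6.17% to 29.2% in 5C-F, 1.75% to 23.7% in 5C-C and 5.79% to 18.4% in 5C-E. It stayed below that for genes lower in 5C in 5C-G and 5C-F, while in 5C-C the order changed with total counts only, to 23.7% and 17.5%. In 5C-E the order changed for genes with at least 10 counts in every library, to 18.4% and 15.1%. It changed there too for 5C calls at any fold change, to 18.1% and 16.5%. In 5C-G, 195 of the 331 genes higher in 5C and 477 of the 574 genes lower in 5C were called back in the opposite direction, and 7 genes were called further in the direction of 5C. The corresponding counts were 57 and 209 in 5C-F, 98 and 155 in 5C-C, and 55 and 23 in 5C-E, with 20, 70 and 19 genes called further. The largest number called back in a simulation was 2, both over all its calls and over 905 genes. When 5C A chose the genes and 5C B was the baseline, the share fell most, to 80.2% for 5C-G, 30.5% for 5C-F, 12.7% for 5C-C, 8.96% for 5C-E and -1.28% for 5C-S.

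Against DMSO directly, 5C-G had 1160 calls, 5C-E 1210, 5C-F 1472 and 5C-C 4391. With the offset the counts were 664, 1252, 1293 and 2804. The 5C-G count depended on a single library: without 5C-G B, 623 of the 1160 calls stayed beyond the fold threshold. Set against DMSO, the inflammatory list was not lower in 5C-G (median 0.36, camera adjusted p = 0.0584, and -0.08 at the median with the offset) but was lower in 5C-C (-1.21, adjusted p = 0.00378), 5C-F (-1.06, adjusted p = 4.91e-05) and 5C-E (-2.67, adjusted p = 2.16e-21). The hepatic functional list was higher than in DMSO in 5C-F, with a median of 1.23 and 22 of 23 genes higher (camera adjusted p = 9e-37). As a set it did not pass the threshold against DMSO in 5C-G (-0.47, adjusted p = 0.833), 5C-C (-0.55, adjusted p = 0.747) or 5C-E (-0.82, adjusted p = 0.0932), where its genes went both ways, with 10, 9 and 8 of 23 higher. Not every list of 5C-G was at the DMSO level. Its transcription factor list was lower (-1.1, 0 of 9 higher, camera adjusted p = 6.62e-06, and -1.11 with the offset). Its apoptosis list was higher (1.03, camera adjusted p = 0.000562, and 0.33 with the offset). Its oxidative stress (-0.12, adjusted p = 0.582) and mesenchymal (0.18, adjusted p = 0.0924) lists did not pass the threshold.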

Values the study reported

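From immunostaining of dHeps after 16 days, the study reported that the proportion of Alb-positive cells under 5C was about 5 times that of the controls. It reported increases of about 12-fold for Ki67-positive cells and about 5-fold for Foxa2-positive cells among tdTomato-positive cells relative to DMSO.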

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

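Of the 30 tests of study lists, 18 kept their direction and their side of the threshold in every preset alternative that kept all libraries, and the number of preset or added alternatives that reversed one was 0 there. Of 120 results for named genes, 105 did so under the same alternatives. Changes of sign on leaving out a library are given below. Tests with DESeq2's size factors or DESeq2 itself kept the 5 main counts of calls within 1.5 times. The cause of each change given here was not tested unless stated.

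Counts of calls depended on the threshold by its construction. For 5C-G against 5C they were 5035 beyond a log2 fold change of 0.5 and 5085 at any fold change, for 5C-C 6978 and 7115, and for 5C-F 2120 and 2122. Against DMSO they were 2875 and 2879 for 5C-G, 7238 and 7371 for 5C-C, and 2886 and 2892 for 5C-F. At an unadjusted p under 0.05 they were 1532 for 5C against DMSO, 877 for 5C-E and 1672 for 5C-F. With only the libraries of both groups in the fit, 5C against DMSO had 1371 calls and 5C-E against 5C 642. With limma on log2(FPKM + 1), which understates changes of low genes, there were 1427 for 5C-G, 2344 for 5C-C and 420 for 5C-F, and against DMSO 462 for 5C-G, 2512 for 5C-C, 766 for 5C-E and 791 for 5C-F. With every gene kept there, the counts were 500 for 5C against DMSO, 1223 for 5C-G, 2217 for 5C-C, 172 for 5C-E and 223 for 5C-F, and against DMSO 207, 2382, 656 and 653.

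The GC content and length offset, added after the data were seen, gave 2000 calls for 5C-C against 5C, 664 for 5C-G against DMSO and 2804 for 5C-C against DMSO. It moved the transcription factor list to 0.56 in 5C against DMSO (camera adjusted p = 0.0315) and to -0.72 in 5C-C (0.0123), the inflammatory list to 0.25 in 5C-E (0.0235) and the apoptosis list to 0.43 in 5C-C (0.0834). It reversed the sterol synthesis list in 5C-C (0.020), the endothelial list in 5C-E (-0.076), Foxa2 (-0.45) and Cybb (0.28) in 5C-C. In 5C-S it gave -0.23 for hepatic functional genes, -0.47 for transcription factors, 0.11 for the inflammatory list, and reversed apoptosis (-0.042), stellate cell markers (0.084) and the cAMP response (-0.016).

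Total counts only changed the split of calls into higher and lower, to 1131 and 1472 for 5C-G (1485 and 1122 with TMM), 1398 and 2737 for 5C-C (1918 and 2093) and 369 and 586 for 5C-F (534 and 428). With limma on log2(FPKM + 0.1) the splits were 1074 and 1316, 1301 and 2382, and 320 and 401. Total counts shifted the median gene of 5C-E against DMSO by 0.156. Signs reversed for Alb in 5C against DMSO (0.043, and 0.045 on log2(FPKM + 1)) and for Foxa2 in 5C-C (-0.047, and -0.061).

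Among list tests, keeping every gene passed the transcription factor list in 5C against DMSO (0.42, camera adjusted p = 0.0352) and lost the mesenchymal list in 5C-F (-0.27, 0.0734), as did at least 10 counts in every library (-0.28, 0.0576). On mean log2(FPKM + 1) the mesenchymal list lost its call in 5C-G (0.41, 0.0511) and 5C-F (-0.34, 0.0528), and the hepatic functional list of 5C-S was at -0.34. Only fry passed the mesenchymal list in 5C against DMSO (-0.28, 0.0198), and it lost transcription factors in 5C-E (-0.26, 0.122) and hepatic functional genes in 5C-F (0.23, 0.139). With an estimated correlation, which tests the same medians, calls were lost for apoptosis in 5C against DMSO (-0.71, 0.0692); for transcription factors (-1.83, 0.086) and mesenchymal markers (0.63, 0.086) in 5C-G; for the inflammatory list (1.33, 0.086) and apoptosis (1.04, 0.178) in 5C-C; for transcription factors in 5C-E (-0.26, 0.357); and in 5C-F for hepatic functional genes (0.23, 0.386), transcription factors (0.73, 0.198), mesenchymal markers (-0.28, 0.159) and apoptosis (0.92, 0.0984). With only both groups fitted, the endothelial list reversed in 5C-E (-0.30).

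The share of the 5C effect reversed by 5C-F was 37.7% with total counts only, 41.1% with at least 10 counts in every library, 37.7% with the offset, 37.4% for 5C calls at any fold change and 41.2% beyond a log2 fold change of 2, where 5C-E was at 11.02%. With 5C A for the choice of genes and B as baseline it was 30.5% for 5C-F, 12.7% for 5C-C, 8.96% for 5C-E and -1.28% for 5C-S, and the other way round 40.99% for 5C-F. Leaving out a library, added afterwards for this share, gave 81.8% to 96.1% for 5C-G, 18.97% to 24.8% for 5C-C, 12.8% to 17.98% for 5C-E, 36.7% to 40.96% for 5C-F and 4.01% to 8.29% for 5C-S, the last without 5C B. For genes lower in 5C, the share of 5C-S changed sign with the offset (-1.05%), for calls beyond a log2 fold change of 2 (-2.21%) and with 5C A for the choice of genes and B as baseline (-3.32%).

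Leaving out each library in turn left 1 library in an arm, so values carry no test. Calls that stayed beyond the fold threshold numbered 862 to 874 for 5C against DMSO, 1797 to 2558 for 5C-G, 2992 to 3857 for 5C-C, 314 to 383 for 5C-E and 762 to 868 for 5C-F, and 623 (without 5C-G B) to 1128 for 5C-G against DMSO. In 5C against DMSO the medians ran from 0.99 to 1.13 for hepatic functional genes, 0.33 to 0.59 for transcription factors, -3.09 to -2.81 for the inflammatory list and -0.82 to -0.69 for apoptosis. In 5C-G they ran from -1.73 to -1.51 for hepatic functional genes, -2.05 to -1.50 for transcription factors, 2.86 to 3.62 for the inflammatory list and 0.45 to 0.65 for mesenchymal markers. In 5C-C they ran from 1.04 to 1.504 for the inflammatory list, -0.011 (without 5C A) to 0.65 (without 5C B) for mesenchymal markers and 0.74 to 1.49 for apoptosis. In 5C-E they ran from -1.77 to -1.49 for hepatic functional genes, -0.46 to -0.055 (without 5C-E A) for transcription factors, 0.27 to 0.46 (without 5C B) for the inflammatory list, -0.037 (without 5C A) to 0.27 for oxidative stress, 0.21 to 0.45 (without 5C-E A) for mesenchymal markers and 0.069 (without 5C-E B) to 0.55 for apoptosis. In 5C-F they ran from 0.50 to 1.05 for transcription factors, 1.31 to 1.84 for the inflammatory list, 0.98 to 1.30 for oxidative stress, -0.70 (without 5C-F A) to -0.20 for mesenchymal markers and 0.59 (without 5C-F B) to 1.11 for apoptosis. In 5C-S they ran from -0.36 to -0.31 for hepatic functional genes, 0.38 to 0.54 for the inflammatory list, -0.30 to 0.015 (without 5C B) for oxidative stress and 0.32 to 0.36 for apoptosis.

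Of the other values, these changed sign when a library was left out: the cAMP response in 5C against DMSO (-0.0025 to 0.25), in 5C-C (-0.0071 to 0.57) and in 5C-S (-0.081 to 0.10), sterol synthesis in 5C-C (-0.26 to 0.015), endothelial (-0.20 to 0.59) and cholangiocyte (-0.14 to 0.57) markers in 5C-E, macrophage markers in 5C-S (-0.20 to 0.026), Foxa2 in 5C-C (-0.21 to 0.39) and 5C-E (-0.53 to 0.0078), Cybb in 5C-E (-0.61 to 0.050) and Alb in 5C against DMSO (-0.12 to 0.074). Apart from these, and counting a result once for each preset alternative that kept all libraries, 12 values of named genes were stronger and 12 weaker, and 22 values of the added lists were stronger, 23 weaker and 2 without a test moved.

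No paired analysis was made. The replicate numbers in the labels of DMSO and 5C do not overlap. The running numbers of the columns cannot be matched with certainty to replicate numbers of the samples, so no library could be paired with a library of another group. With 2 libraries per group, 78.5% of genes changed by 1.5 on the log2 scale were recovered in simulated counts. That simulation gave every group the same spread and held no trend with GC content or length. The recovery in these libraries, whose spread is unequal and which carry such trends, may therefore differ.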

Other observations

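The tests of the GC content and length trend, of a library batch, of plasma protein genes, of the cell cycle in 5C-C and 5C-E and of the distance between stellate and macrophage markers were chosen after the result was seen, and the others were set beforehand.

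The inflammatory and oxidative stress lists fell in 5C. A candidate explanation is fewer macrophages among the cultured cells. A list of 18 macrophage markers, with 0 genes shared with another list, had a median log2 fold change of -2.93 in 5C against DMSO, with 18 of 18 lower (camera adjusted p = 2.04e-69), 15 called and 17 adjusted over the list alone. Its range was -4.05 (Timd4) to -0.01 (Cd14), and 16 of its genes reached 1 FPKM in every DMSO library. Of its abundant genes, C1qa was at 799 ± 37.5 FPKM in DMSO, 58.5 ± 0.337 in 5C and 1477 ± 447 in 5C-G (SD, n = 2). The list was higher than in 5C by 2.60 in 5C-G (camera adjusted p = 3.33e-38), 1.49 in 5C-F (5.64e-26) and 1.12 in 5C-C (0.000233, and 0.71 without 5C-C B), but not past the threshold in 5C-E (0.22, 0.056, and 0.42 without 5C B). The 5C-C result did not hold with an estimated correlation. In 5C-S its median was -0.10, and -0.07 with genes near the detection floor treated as bounds. With the offset the 5C against DMSO median was -2.82. Lower expression per macrophage would give the same values, and no count of cells was analysed here, so that stays open.

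A larger share of hepatocytes in 5C, because every other cell type is fewer, would lower the markers of these types alike. Stellate cell and fibroblast markers did not fall with the macrophage markers, which argues against that explanation only if hepatocytes do not express these stellate markers. Their median was 0.21 with 8 of 12 higher, a distance of 3.14 above the macrophage median, which was 2.885 at the smallest over 14 settings, those that leave out a library included. Their lowest gene was at -0.48 (Reln), and the 8 with at least 10 FPKM in both DMSO libraries were between -0.43 and 0.65. The study reported mesenchymal gene expression in hepatocytes of injured livers. Whether the cultured hepatocytes express the genes listed here was not tested. These values therefore cannot exclude a larger share of hepatocytes. Endothelial markers were at -0.32 (camera adjusted p = 1.77e-05), and at -0.27 over 10 genes with those near the detection floor at their bound and a gene without a usable bound left out. Only 3 of the 11 endothelial genes reached 1 FPKM in every DMSO library. Of these, Lyve1 (-4.7) and Fcgr2b (-2.98) fell, while Kdr did not pass the threshold (-0.32, edgeR adjusted p = 0.523). The endothelial set result thus rests largely on Lyve1 and Fcgr2b, and does not show a fall of endothelial markers in general. Cholangiocyte markers had a median of 1.86 (camera adjusted p = 0.00434), but of their abundant genes Krt19 was at 0.03 and Spp1 fell by 0.74 (edgeR adjusted p = 0.00535). With an estimated correlation the endothelial result held (0.0368), and those of cholangiocyte (0.182) and of stellate cell and fibroblast markers (0.0459 with the preset correlation, 0.252 with the estimated) did not. In the removals, cholangiocyte markers were at -1.76 in 5C-G (0.0509, -3.05 without 5C-G A and -1.01 without 5C-G B), 1.06 in 5C-C (0.0459), 0.17 in 5C-E (-0.14 without 5C-E B) and 0.73 in 5C-F (0.00873, and 0.20 without 5C B), and at -0.44 in 5C-S (-0.76 without 5C B). Stellate cell and fibroblast markers were at -0.44, -0.99 (0.000215), -0.51 (0.0198), -0.35 (0.0316) and -0.07 in the same order, with -0.11 in 5C-F without 5C-F B and -0.012 in 5C-S without 5C B. None of these results held with an estimated correlation. Endothelial markers were at -0.30, 0.54, 0.06, 0 and 0.19 as fitted, and at -0.52, 0.54, 0.06, -0.14 and 0.13 with genes near the floor at their bound or, without a usable bound, left out. The fitted values depended on single libraries, with -0.15 in 5C-G without 5C-G B, 0 in 5C-C without 5C-C A and 0.88 without 5C-C B, 0.59 in 5C-E without 5C B, -0.53 in 5C-F without 5C-F B and 0.29 in 5C-S without 5C B.

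Alb did not differ between 5C and DMSO while the hepatic functional list rose. A larger share of hepatocyte RNA as the whole cause would raise plasma protein genes as much as drug metabolism genes. The median of 24 plasma protein genes was 0.16, with 19 higher (camera adjusted p = 0.000309), and that of 20 drug metabolism genes outside the study's list was 1.69, with 18 higher. The distance between both medians argues against that explanation, but both lists were written after values had been seen and the distance itself was not tested. The criterion, which used the plasma protein median alone, was reworded after that value was seen. Under the earlier wording a rise of the plasma protein genes as a set would have counted for the explanation, so the result is weaker than the others. In 5C-G, 5C-C, 5C-E and 5C-F the plasma protein medians were -0.63, -0.10, -0.73 and 0.535, and the drug metabolism medians -1.34, -0.57, -0.61 and 0.36. A regulated rise of drug metabolism genes was not tested.

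On the compounds' direct effects, SRF and YAP response genes, which ROCK inhibition could lower, were higher in 5C-G than in 5C, with a median of 1.02 and 11 of 15 higher (camera adjusted p = 3.48e-06), and 0.77 with the offset. That is consistent with loss of ROCK inhibition. They were lower in 5C-C (-1.20, 3.04e-05), 5C-E (-0.38, 5.21e-11) and 5C-F (-0.67, 0.000162), and at -0.29 in 5C against DMSO (0.0135) and -0.43 in 5C-S. The results of the 5 comparisons tested held under fry, and those of the 4 removals with an estimated correlation, while that of 5C against DMSO did not (0.0832). The cAMP response list was lower in 5C-F at the median (-0.41, camera adjusted p = 0.129, 10 of 14 lower, and -0.13 without 5C A), which does not pass the threshold, so loss of forskolin's effect on it cannot be told apart from no effect. It was at 0.17 in 5C against DMSO, -0.58 in 5C-G (-0.29 without 5C-G B), 0.40 in 5C-C, 0.28 in 5C-E and 0.06 in 5C-S. Sterol synthesis genes were at 0.084 in 5C-E (0.307 with the offset), 0.25 in 5C against DMSO (0.0353, which did not hold under fry, 0.0901, or with an estimated correlation, 0.422), -0.33 in 5C-G, -0.09 in 5C-C, 0.23 in 5C-F and -0.18 in 5C-S. The sterol synthesis median depended on single libraries, with 0.044 in 5C-E without 5C-E B, 0.154 without 5C-E A, and 0.083 in 5C-F without 5C-F A. Whether ETC-1002 moves sterol synthesis genes more than the other compounds cannot be told apart, since the order of the removals changed with the offset.

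Cell cycle genes did not move as a set in 5C against DMSO. Their median was -0.12, with 6 of 18 higher (camera adjusted p = 0.73), 0 called and 2 at an unadjusted p under 0.05. The preset criterion would have read this as against more dividing cells under the cocktail, but a median near 0 over genes that go both ways leaves it open. The same genes were higher in 5C-E (1.10, 18 of 18, camera adjusted p = 2.17e-18), 5C-C (1.87, 1.16e-16, 18 called) and 5C-G (0.94, 7.43e-06, and 0.0752 with an estimated correlation), and at 0.26 in 5C-F (0.151, and 0.060 without 5C-F B) and 0.48 in 5C-S. With the offset the lower of the 5C-C and 5C-E medians was 1.24, which argues against the GC content and length trend as the whole cause. More dividing cells, of whichever type, may explain it and was not tested.

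Alb transcripts changed by -0.03 on the log2 scale. That is lower than the value quoted from the study above. Foxa2 transcripts changed by 0.63 on the log2 scale (edgeR adjusted p = 0.247). That is lower than the value quoted from the study above. Mki67 transcripts, chosen after their values were seen, changed by -0.62 (edgeR adjusted p = 0.155). That is lower than the value quoted from the study above. Transcript levels of a whole culture and shares of stained cells are different measures, and the reason for the difference was not tested.

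The trend with GC content and length may be technical in part. Libraries of a single group differed along it, with a Spearman correlation across genes of 0.587 between 5C-F B and A, though genes are not independent replicates. Counts simulated with these trends and no other change gave on average 1664 calls for 5C-C against 5C and 412 for 5C-G over 3 draws, but 0.33 for 5C-E and 0 for 5C-F, so these trends alone made almost no calls there. With the offset there were 0 in each of these comparisons, which follows from the construction, because the offset removes the trend that was simulated. The simulation held no other change, so it does not show what the trend adds to real changes. In the data, 549 of the 962 calls of 5C-F and 308 of the 390 of 5C-E were kept with the offset. As the whole cause of the calls of 5C-C, the trend was argued against by the 2000 calls left with the offset, against 943 for 5C and DMSO. As the whole cause of the fall of hepatic functional genes in 5C-G, 5C-C and 5C-E it was argued against too, since the highest of the 3 medians with the offset was -1.33. It remains a candidate explanation for a large part of the apoptosis result of 5C-C, whose median went from 1.04 to 0.43. A library batch that holds the removals apart from 5C and DMSO stays open, since the labels name no batch, and batch and group cannot be told apart. 5C-S against 5C had a correlation of 0.59 across genes with GC content as well, but every removal was set against the same 5C libraries. The comparison of 5C with DMSO had the opposite trend (-0.32), and no trend of a removal against DMSO was computed. These correlations therefore cannot decide whether the removals stand apart from DMSO. A real difference that follows GC content also stays open.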
